A study of Apeltes quadracus with 21 samples. Its data were reported in "Evolution of stickleback spines through independent cis-regulatory changes at HOXDB" (2022).

How the data were processed

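RNA was sequenced from 7 tissues of each of 3 *Apeltes quadracus* fry at stage 31. The deposited table holds read counts per gene model for 106 libraries, and the 21 libraries of L/L fish were used. The other 85 columns belong to samples that the series describes as analysed by allele elsewhere and were not used here. The values are counts made by the authors, whole numbers without normalization, one column per library, and the table also gives the summed exon length of each gene model in bp as the authors' annotation has it. The gene models were built by the authors with StringTie on their own assembly of a fish with 4 spines, whose scaffolds were ordered along the *Gasterosteus* chromosomes. The authors named the *Hox* genes by BLAST. Mapping with STAR and counting with featureCounts are stated for *Gasterosteus*, with similar protocols for *Apeltes*. The libraries were stranded, but the strand setting of the counting is not stated in the sources used here, so values of overlapping or antisense gene models are uncertain. Of 31532 gene models, 31485 carry only an ID that the files do not pair with a gene name.

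Genes were kept by edgeR's filterByExpr, which left 21134 gene models and set aside 0.0403% of the counts. Library totals ranged from 26357373 to 34564481. Counts were scaled by TMM factors, which ran from 0.773 to 0.797 in Pter, where the 10 genes most abundant over all libraries took 27.2 ± 0.979% of the counts (SD, n = 3). Differences were tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, two-sided for single contrasts, with tissue as the only term and all 21 libraries sharing the estimate of the spread. Benjamini-Hochberg adjustment was over all tested genes, at a threshold of 0.05. CPM values use the totals of the tested genes scaled by TMM, and log2 CPM used a prior count of 2. Means of a single tissue are given with the SD over fish. Means over several tissues have the SD over their libraries, which mixes tissues and fish. Log2 differences have an approximate SE, the difference divided by the square root of its F statistic. Ratios of pooled reads have 95% intervals, and a gene with 0 reads in a group was set to a floor of 3 counts over the group. The heatmap used an offset of 0.1 CPM.

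The comparisons, their tests, the alternatives and the rule for naming genes were fixed before the data were examined. The comparisons were an omnibus test among the 4 spines, DS3 and DSL against DS1 and DS2, each spine against the one before it, DSL against DS1, Pter against DS3 and DSL, DF against the 4 spines, and AF against DF. The rule named the *HOXDB* genes in every comparison, the 6 other *Hox* genes with the lowest omnibus p, and the group 1, group 13 and *HOXBB* genes for their detection. In 5 comparisons it also named up to 2 rising and 2 falling genes outside the *Hox* list, those with the largest log2 change among genes past the threshold that moved the same way in 3 of 3 fish and reached a mean of 5 CPM in the higher group. Only 1 falling gene qualified in the comparison of posterior with anterior spines.

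The replicate number stands for 1 fish, so the numbers pair the samples. This was checked on the residuals after removing tissue means: their correlation between different tissues of the same fish had a minimum of 0.52 and a median of 0.62 over 63 pairs, and between different fish the median was -0.314, a sign that centring within each tissue produces by itself. Fish was therefore tried as a term in the model. No replicates were duplicates of one another, since the chi-square per degree of freedom between libraries of one tissue was 28.3 to 328.

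The alternatives were edgeR with RLE factors, DESeq2 1.42.0 with its own size factors, limma-voom with limma 3.58.1, no filter on low counts, a stricter filter of 1 CPM in at least 6 libraries, fish as a term, a fit to the compared tissues alone, leaving out each fish and each library, Pter against all 4 spines, and DF against DSL. When 1 library of a tissue was left out the spread was still pooled over all tissues. Correlations across genes used 100000 permutations.

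The procedure was tested on simulated data with 200 changed genes among 21134. With tissue alone, 80.5% of the changed genes were recovered for posterior against anterior spines, 59.5% for DSL against DS1, 65% for Pter, 72% for DF and 59.5% for AF against DF, and 7.47%, 1.65%, 2.99%, 5.88% and 0.833% of the calls were false. With fish as a term the recovered shares were 87%, 82%, 85%, 86.5% and 85%, and the false shares 6.95%, 6.82%, 3.41%, 4.95% and 2.3%. Each model was tested on data simulated from its own fit, so these shares do not compare the models on the same data. The data for tissue alone held no effect shared by the libraries of a fish. Their false shares therefore do not show how that model behaves on paired libraries.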

Results

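Gene expression was profiled by RNA-seq in 7 tissues of each of 3 *Apeltes quadracus* fry, which gave 21 libraries and n = 3 for every tissue. The fry came from the Louisbourg population, had 4 dorsal spines, were at the fin fold stage (stage 31) and were L/L at *HOXDB*, the cluster that holds *HOXD11B*, *HOXD9B* and *HOXD4B*. L is the haplotype that the authors associate with lower spine number. The tissues were the first, the second and the third dorsal spine counted from the head (DS1, DS2 and DS3), the last dorsal spine (DSL), a blank pterygiophore (Pter), the dorsal fin (DF) and the anal fin (AF). A pterygiophore is a midline bone that carries a spine or fin ray, and a blank one carries no spine. Total counts per library ranged from 26357373 to 34564481. The table held 31532 gene models, of which 21134 passed the filter on low counts, and 38 of the 47 gene models named as *Hox* genes were among these.

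Variation between fish was at least as large as variation between tissues. On log2 CPM (counts scaled to a common library total), fish accounted for 41.2% of the total variance and tissue for 38.8%. These shares are not adjusted for the number of groups, and 7 tissues take up more by chance than 3 fish do. The first principal component held 25.7% of the variance and placed all 7 libraries of replicate 3 apart from the other 14. The coefficient of variation between replicates, estimated over all tested genes, was 0.255 with tissue alone in the model and 0.118 once fish was added as a term. The comparisons below therefore give the number of genes from both models wherever the count moved by more than 1.5 times. Adjusted p-values come from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

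The first question was which genes differ between the dorsal spines of one fish. Across DS1, DS2, DS3 and DSL, 49 genes passed an adjusted p of 0.05 in edgeR's quasi-likelihood test. Of these, 17 were *Hox* genes, so 44.7% of the tested *Hox* genes differed against 0.152% of the other genes. Adjusted over the list alone, 31 of the 38 tested *Hox* genes differed. The alternative that moved the count most was fish as a term in the model, with 1054 genes, 30 of them *Hox* genes. All 49 genes were among those 1054. Without fish 1, 3 or 8, which are replicates 1, 2 and 3, the count fell to 12, 9 and 14 genes, and the *Hox* count to 11, 8 and 7. Single libraries moved it as well: 27 genes passed without DS1 replicate 1, 30 without DS2 replicate 1, 28 without DS2 replicate 3, 31 without DS3 replicate 3, 24 without DSL replicate 2 and 30 without DSL replicate 3.

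The *HOXDB* genes lay on chromosome 6 of the assembly made by the authors, with *HOXD11B* at 16016955 to 16021639, *HOXD9B* at 16025019 to 16029400 and *HOXD4B* at 16032884 to 16045602, all on the plus strand. *HOXD9B* was barely detected in DS1, where its mean was 0.0278 ± 0.0481 CPM (SD, n = 3) and its 3 reads all came from replicate 1. Its mean rose to 1.62 ± 0.714 CPM in DS2, 23.2 ± 2.14 CPM in DS3 and 49.0 ± 5.43 CPM in DSL. *HOXD11B* followed the same order, with 0.049 ± 0.0566 CPM in DS1, 0.469 ± 0.189 CPM in DS2, 11.3 ± 2.77 CPM in DS3 and 31.3 ± 3.78 CPM in DSL (SD, n = 3 each). *HOXD4B* was present in every spine, at 2.35 ± 0.392 CPM in DS1, 2.88 ± 1.13 CPM in DS2, 8.14 ± 0.315 CPM in DS3 and 13.2 ± 1.41 CPM in DSL. *HOXD4B* overlaps 1 other gene model on its own strand, so its count is less certain than those of the other two. In Pter the means were 28.8 ± 3.87 CPM for *HOXD9B*, 16.3 ± 5.66 CPM for *HOXD11B* and 13 ± 2.35 CPM for *HOXD4B*. In DF they were 16.0 ± 1.45, 7.97 ± 1.06 and 6.23 ± 0.465 CPM, and in AF 13.8 ± 0.407, 6.70 ± 1.24 and 5.36 ± 0.866 CPM, in the same order of genes.

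**Figure D1:**
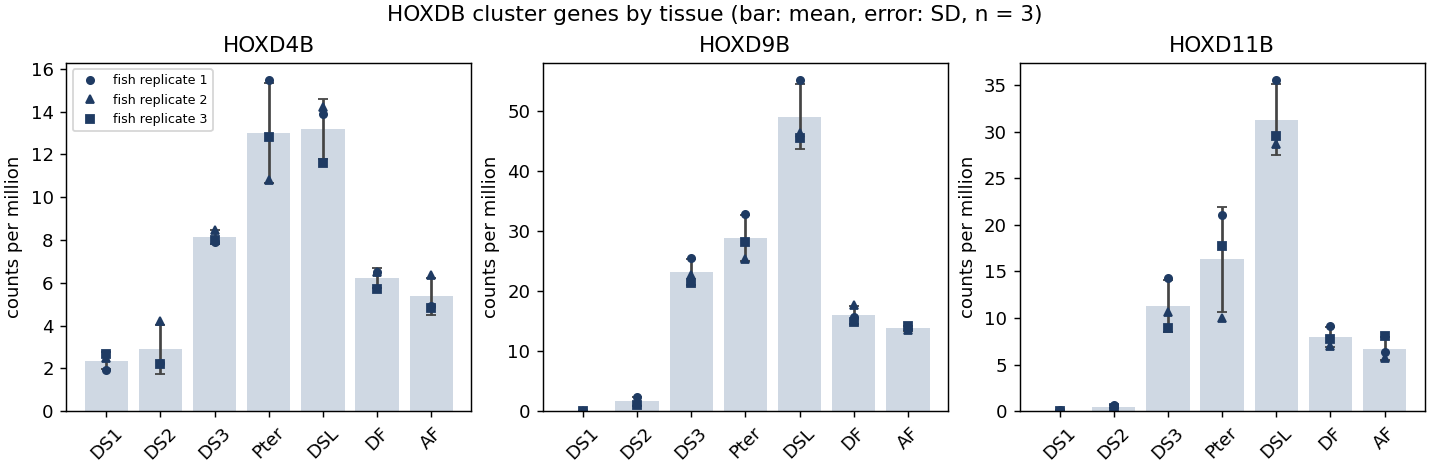
Normalized expression (CPM) of the 3 *HOXDB* genes in each tissue, with a point for each fish, a bar for the mean and an error bar for the SD (n = 3). *HOXD9B* reached a mean of 49.0 CPM in DSL and 0.0278 CPM in DS1.

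The posterior spines (DS3 and DSL) were next compared with the anterior spines (DS1 and DS2). In edgeR's quasi-likelihood test 19 genes passed, 15 higher and 4 lower in the posterior spines, and 13 of them were *Hox* genes. With fish in the model the count was 234, of which 170 were higher, 64 lower and 23 *Hox* genes. Without replicate 1 it was 12 and without replicate 2 it was 11. *HOXD9B* was higher by 7.16 ± 0.255 on the log2 scale (SE, adjusted p 8.14e-12), *HOXD11B* by 6.87 ± 0.298 (adjusted p 1.26e-10) and *HOXD4B* by 2.00 ± 0.154 (adjusted p 9.96e-07), each in 3 of 3 fish. Without DS1 replicate 1, or the whole of replicate 1, the log2 difference was 8.69 or 8.79 for *HOXD9B* and 7.59 or 7.62 for *HOXD11B*. The 4 lower genes were *HOXA2A*, *HOXC6A*, STRG.8506 and STRG.13096, the last and *HOXA2A* being named after their values were seen. Most gene models carry only an ID, and the files do not pair these IDs with gene names. Outside the *Hox* genes, STRG.21857 (chromosome 17, 3426172 to 3439506) rose by 2.66 ± 0.229 (adjusted p 3.64e-06) and STRG.16169 (chromosome 12, 10642263 to 10653633) by 1.28 ± 0.206 (adjusted p 0.0102). STRG.8506 (chromosome 7, 1619187 to 1626220) changed by -3.07 ± 0.287 (adjusted p 1.13e-05), from a mean of 17.0 to 3.30 CPM. The call for STRG.16169 was lost without replicate 1 (adjusted p 1), without replicate 2 (0.168) and with the 4 spines fitted alone (0.0626).

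Neighbouring spines were compared to locate the change along the series of spines. Between DS1 and DS2, *HOXD9B* alone passed in edgeR's quasi-likelihood test, higher in DS2 by 5.54 ± 0.511 (SE, adjusted p 6.52e-05). At an unadjusted p under 0.05 there were 564 genes. Counted over the pooled reads of each tissue, *HOXD9B* was 51.1 times as abundant in DS2 as in DS1, with a 95% counting interval of 17.1 to 251. Its fold change rests on the 3 reads of DS1 replicate 1, without which DS1 had none and the fitted log2 difference, then set by the prior count, was 8.59 (8.23 without the whole of replicate 1). *HOXD9B* did not pass without replicate 2 (adjusted p 0.336), under limma-voom (0.0559) or with DS1 and DS2 fitted alone (1), while DESeq2 called 6 genes. In those 3 settings 0 genes passed, with 370, 599 and 393 at an unadjusted p under 0.05. *HOXD11B* was higher in DS2 by 3.10 ± 0.627 but did not pass (adjusted p 0.599; DESeq2 0.0498), with a log2 difference of 4.54 without DS1 replicate 1, which held 4 of its 5 DS1 reads, and 4.18 without the whole of replicate 1. *HOXD4B* did not differ (log2 difference 0.29 ± 0.221, adjusted p 1), and its sign turned without DS2 replicate 2 (-0.075) or without the whole of replicate 2 (-0.024).

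Between DS2 and DS3 the 3 genes that passed were the *HOXDB* genes. *HOXD11B* was higher in DS3 by 4.59 ± 0.358 (adjusted p 2.31e-06), *HOXD9B* by 3.86 ± 0.269 (adjusted p 7.43e-07) and *HOXD4B* by 1.504 ± 0.217 (adjusted p 0.0133), each in 3 of 3 fish. In the model with fish 4 genes passed, the *HOXDB* genes and *HOXD10A*. The call for *HOXD4B* was fragile: it was lost without DS2 replicate 1 (adjusted p 0.214), DS2 replicate 3 (0.198), DS3 replicate 1 (0.0601), DS3 replicate 2 (0.0877) or DS3 replicate 3 (0.0637), without replicate 1 or replicate 3 as a whole (1 in both), and with DS2 and DS3 fitted alone (1), while its log2 fold change stayed between 1.34 and 1.87.

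Between DS3 and DSL 17 genes passed, 8 higher and 9 lower in DSL, and 7 of these were *Hox* genes. With fish in the model the count was 1488, of which 602 were higher, 886 lower and 21 *Hox* genes. The count was 2, 1 and 7 without replicates 1, 2 and 3. It was 11 without DS3 replicate 1, 9 without DSL replicate 2 and 11 without DSL replicate 3. DS1 is not part of this comparison but enters the estimate of the spread, and 31 genes passed without DS1 replicate 1 and 68 without DS1 replicate 3. *HOXC11A* (chromosome 12, 10239775 to 10242780) had 906 reads in DSL and 1 read in DS3, a ratio of 778 with a 95% counting interval of 139 to 30700. *HOXD11A* (chromosome 16, 9102274 to 9106414) was higher by 3.22 ± 0.403 (adjusted p 0.00118). *HOXC6A* changed by -0.84 ± 0.0963 (adjusted p 0.000554). *HOXD11B* (log2 difference 1.47 ± 0.279, adjusted p 0.0535), *HOXD9B* (1.08 ± 0.228, adjusted p 0.0868) and *HOXD4B* (0.70 ± 0.206, adjusted p 0.213) were higher in DSL in 3 of 3 fish without passing in that test. All 3 passed with fish in the model, with adjusted p of 7.39e-05, 0.000239 and 0.02 in edgeR, and under DESeq2 (1.53e-05, 5.02e-07 and 0.0457). *HOXD11B* and *HOXD9B* passed under limma-voom (0.00513 and 0.00244), and *HOXD11B* without the filter on low counts (0.0468) or with the stricter filter (0.0498). Single libraries outside the comparison also decided these calls. *HOXD9B* passed without DS1 replicate 1 (adjusted p 0.0453), DS1 replicate 3 (0.0489), DS2 replicate 1 (0.0442) or DS2 replicate 3 (0.0389). *HOXD11B* passed without DS1 replicate 1 (0.036), DS1 replicate 2 (0.0338), DS1 replicate 3 (0.0407), DS2 replicate 1 (0.0442), Pter replicate 1 (0.0461) or Pter replicate 2 (0.0179).

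The first and last spines were then compared. Between DS1 and DSL 44 genes passed, 36 higher and 8 lower in DSL, and 16 were *Hox* genes. The model with fish gave 306 genes, 221 higher and 85 lower, of which 27 were *Hox* genes. The count was 14, 16 and 16 without replicates 1, 2 and 3, 21 without DS1 replicate 1, 29 without DS1 replicate 2, and 27 without DS1 replicate 3, DSL replicate 2 or DSL replicate 3. *HOXD9B* was higher in DSL by 10.47 ± 0.428 on the log2 scale (adjusted p 9.17e-11) and *HOXD11B* by 9.16 ± 0.474 (adjusted p 2.53e-09). Without DS1 replicate 1 these were 13.52 and 10.60, and without the whole of replicate 1 13.44 and 10.50, and with no DS1 reads of *HOXD9B* left its value depends on the prior count. Their pooled reads gave ratios of 1600 (95% counting interval 546 to 7750) and 613 (262 to 1890). *HOXC11A* had 0 reads in DS1 and DS2. Against a floor of 3 counts over the group it was 318-fold higher in DSL than in DS1. The lower end of its 95% counting interval was 258. Intervals and floors of this kind cover counting error only. *HOXC10A* (log2 difference 5.03 ± 0.485), *HOXA10B* (4.83 ± 0.374), *HOXD11A* (7.21 ± 0.56) and *HOXD10A* (3.89 ± 0.413) were also higher, with adjusted p from 8.42e-07 to 4.98e-05 in edgeR. Without DS1 replicate 1 *HOXD11A* was higher by 7.81 and *HOXC10A* by 5.86, and without the whole of replicate 1 *HOXC10A* by 5.63. *HOXC6A* changed by -0.85 ± 0.0961 (adjusted p 0.000113). *HOXD10A* and *HOXC6A* each overlap 1 gene model on the opposite strand, and whether the counting used strand is not stated in the sources used here. The call for *HOXC6A* was lost without replicate 2 (adjusted p 0.0942), without replicate 3 (0.0592) and with DS1 and DSL fitted alone (0.164), and that for *HOXD10A* without replicate 3 (0.0592).

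Among other genes in that comparison, STRG.21857 rose by 4.47 ± 0.34 (adjusted p 8.42e-07) and STRG.15076 (chromosome 11, 11504071 to 11507709) by 2.39 ± 0.301 (adjusted p 0.000444). STRG.8506 changed by -4.94 ± 0.445 (adjusted p 5.62e-06), and by -4.34 without replicate 1. STRG.23340 (chromosome 18, 6457446 to 6504833) changed by -0.94 ± 0.164 (adjusted p 0.0166), a call lost without DS1 replicate 3 (adjusted p 0.0769), DSL replicate 2 (0.0877), DSL replicate 3 (0.112) or any whole replicate (0.195, 0.604 and 0.208). That for STRG.15076 was lost without replicate 1 (0.0782) or replicate 2 (0.0854). With DS1 and DSL fitted alone, 15 genes passed, and STRG.15076 (adjusted p 0.0624) and STRG.23340 (0.479) were not among them.

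**Figure D2:**
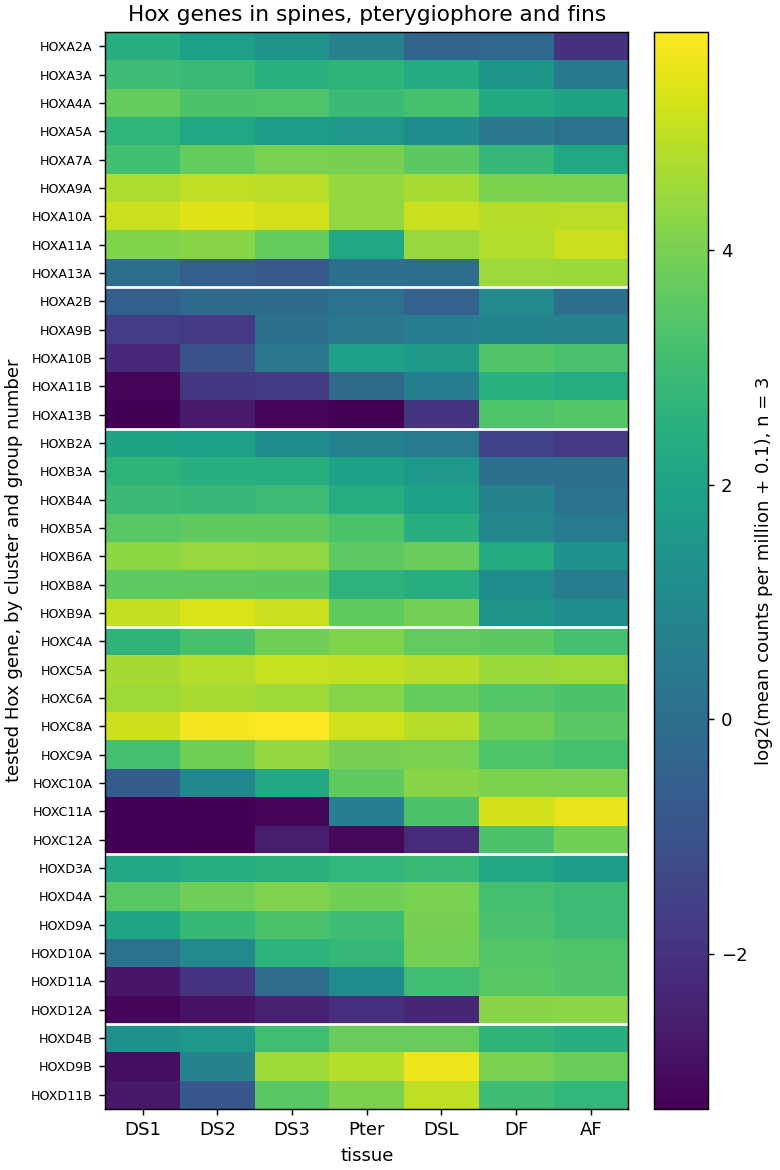
Mean expression of the tested *Hox* genes in each tissue, as log2 of CPM plus 0.1 (colour, n = 3), with genes in cluster order. *HOXA13A* and *HOXA13B* were concentrated in the fins, at 22.3 and 10.3 CPM.

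Paralogue group number, which follows position within a *Hox* cluster, was set against the DSL to DS1 difference of the 38 tested *Hox* genes. Across genes, Spearman's rho was 0.639 (permutation p 6e-05, adjusted p 0.00012) and Pearson's r was 0.605 (permutation p 6e-05, adjusted p 0.00012), both two-sided with 100000 permutations. With the posterior to anterior difference rho was 0.589 (permutation p 0.00021) and r was 0.568 (permutation p 0.00017). These 4 relations formed the family for the adjustment. The genes of one cluster are not independent replicates, so the p-values describe this list only. The alternative that moved rho up most was leaving out the filter on low counts, with 0.666 over 45 genes.

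**Figure D3:**
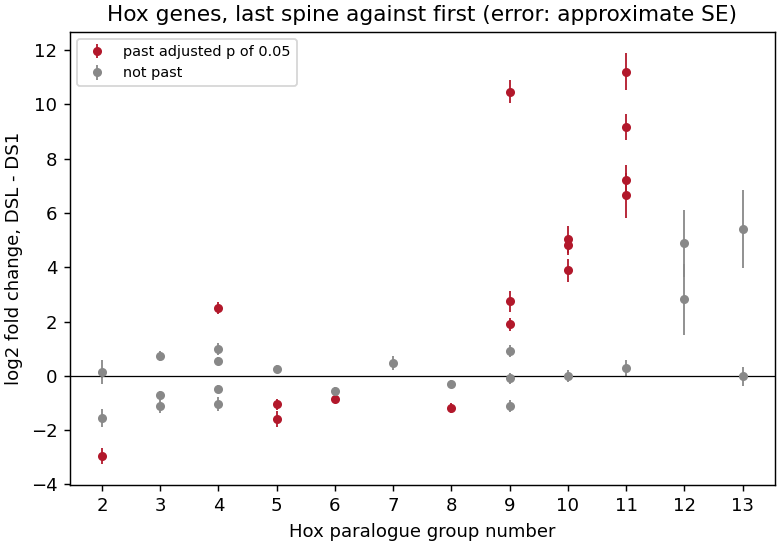
Log2 difference between DSL and DS1 (y axis) against paralogue group number (x axis) for the 38 tested *Hox* genes, one point per gene with its approximate SE, in red where the adjusted p was under 0.05. Spearman's rho was 0.639.

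Pter was compared with DS3 and DSL to contrast a midline bone without a spine with 2 spine-bearing positions. In edgeR's quasi-likelihood test 1566 genes passed, 448 higher and 1118 lower in Pter. With fish in the model 5425 genes passed, 2470 higher and 2955 lower, 11 of them *Hox* genes. The split between higher and lower varied with the method: 586 and 1022 in edgeR with RLE factors, 981 and 1348 under DESeq2, 295 and 878 under limma-voom, 292 and 946 without the filter on low counts, 457 and 1130 with the stricter filter, and 319 and 691 with the 3 tissues fitted alone. The count was 573 without Pter replicate 2, 469 without replicate 1 and 251 without replicate 2 as a whole. The *HOXDB* genes did not pass: the log2 difference was -0.23 ± 0.198 for *HOXD9B* (adjusted p 0.548), -0.21 ± 0.24 for *HOXD11B* (adjusted p 0.67) and 0.33 ± 0.176 for *HOXD4B* (adjusted p 0.282). This contrast averages log2 values of DS3 and DSL. Mean CPM in DS3, Pter and DSL was 23.2, 28.8 and 49 for *HOXD9B* and 11.3, 16.3 and 31.3 for *HOXD11B*. For *HOXD4B* it was 8.14, 13 and 13.2. Pter lay between the 2 spines for each of these genes and was not tested against either spine alone. Against all 4 spines, whose DS1 and DS2 have little *HOXD9B* and *HOXD11B*, all 3 were higher in Pter, by 3.36, 3.23 and 1.33. The sign for *HOXD11B* also turned without Pter replicate 2 (0.070). Of the *Hox* genes 1 was higher in Pter, *HOXA10B* (0.96 ± 0.233, adjusted p 0.0166), and 4 were lower, *HOXA10A*, *HOXA11A*, *HOXB6A* and *HOXB9A*, these being named after their values were seen. The mean of *HOXA10B* was 3.67 ± 1.29 CPM in Pter, 1.18 ± 0.335 CPM in DS3 and 3.01 ± 0.469 CPM in DSL. Its rise was therefore mainly over DS3.

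Among unnamed genes at 5 CPM or more that moved the same way in 3 of 3 fish, the largest rises in Pter were in STRG.3503 (chromosome 3, 6706458 to 6713679; 4.19 ± 1.03, adjusted p 0.0182) and STRG.10899 (chromosome 8, 9462705 to 9463330; 3.14 ± 0.575, adjusted p 0.00244). Single libraries decided both. STRG.3503 did not pass without Pter replicate 3 (log2 difference 2.93, adjusted p 0.119), replicate 2 (0.205) or replicate 3 (2.65, adjusted p 0.124), nor under limma-voom (0.193) or against all 4 spines (0.0872), and its log2 difference was 5.36 without replicate 1 and 4.79 without DS3 replicate 1. STRG.10899 did not pass without Pter replicate 1 (1.02, adjusted p 0.124) or replicate 1 (1.29, adjusted p 0.198), nor under limma-voom (0.0685). STRG.319 (chromosome 1, 2602439 to 2606004) had 1 read in Pter against a mean of 10.1 ± 7.85 CPM in DS3 and DSL (n = 6), and its fitted change was -8.63 ± 0.77 (adjusted p 2.64e-06), or -10.84 without Pter replicate 3, -10.77 without replicate 3 and -7.86 without replicate 2. The read came from replicate 3, so without it the value is set by the prior count. STRG.29213 (on the sequence named Un, 12567169 to 12570352) changed by -7.10 ± 0.9 (adjusted p 8.36e-05), from 74.9 to 0.528 CPM.

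The dorsal fin was compared with the spines that precede it. In edgeR's quasi-likelihood test 3648 genes passed between DF and the 4 spines, 2384 higher and 1264 lower in DF, and 33 of these were *Hox* genes. With fish in the model 7534 genes passed, 3984 higher and 3550 lower. The count was 2303 without DF replicate 1, 1809 without DF replicate 2, 1441 without replicate 1 and 1577 without replicate 2. The contrast averages log2 values of the spines, so *HOXD9B* (2.51 ± 0.206, adjusted p 2.67e-07) and *HOXD11B* (2.20 ± 0.242, adjusted p 8.47e-06) came out higher in DF, although their mean CPM over the 12 spine libraries (18.4 and 10.8) exceeded that in DF. For *HOXD9B* this difference was 3.27 without DS1 replicate 1 and 3.40 without replicate 1. *HOXD4B* did not differ (0.26 ± 0.162, adjusted p 0.3). Set against DSL alone, where 1587 genes passed, all 3 were lower in DF, with log2 differences of -1.61 for *HOXD9B* (adjusted p 0.000343), -1.97 for *HOXD11B* (adjusted p 0.000333) and -1.08 for *HOXD4B* (adjusted p 0.00314).

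Outside the *Hox* genes, STRG.23479 (chromosome 18, 8624461 to 8629422) rose in DF by 8.26 ± 0.463 (adjusted p 9.34e-09) and STRG.21857 by 6.13 ± 0.2 (adjusted p 1.89e-12), the latter to 398 ± 81.9 CPM. STRG.16032 (chromosome 12, 8879924 to 8884514) changed by -7.09 ± 0.563 (adjusted p 1.78e-07) and STRG.29213 by -6.89 ± 0.846 (adjusted p 2.29e-05). All 4 moved the same way in 3 of 3 fish. STRG.23479 rose by 7.61 without replicate 1, 9.84 without replicate 3 and 9.32 without DS3 replicate 3. STRG.16032 changed by -7.97 without DF replicate 1 and -7.77 without replicate 1, and STRG.29213 by -6.27 without replicate 2.

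The anal fin was compared with the dorsal fin as a second median fin. In all, 46 genes passed in edgeR's quasi-likelihood test, 2 higher and 44 lower in AF. The model with fish gave 90, 3 higher and 87 lower. The count was 13, 9 and 17 without replicates 1, 2 and 3, 28 without DF replicate 3, 27 without AF replicate 1, 24 without AF replicate 2 and 30 without AF replicate 3. The *HOXDB* genes did not differ (log2 difference from -0.25 to -0.22, adjusted p 1 for each). The 3 *Hox* genes that passed were *HOXA2A*, *HOXA3A* and *HOXB6A*, all lower in AF and named after their values were seen. STRG.18697 (chromosome 14, 5423883 to 5431866) was higher in AF by 2.94 ± 0.196 (adjusted p 1.8e-07). STRG.21694 (chromosome 17, 1499062 to 1509582) was higher by 3.90 ± 0.713 (adjusted p 0.0211), a call lost without DF replicate 2 or 3 or any single AF library (adjusted p from 0.0573 to 0.191), and without replicate 2 (0.765) or replicate 3 (0.657). Its difference was 4.92 without DF replicate 1 and 4.995 without replicate 1. STRG.27203 (chromosome 21, 9498626 to 9501876) changed by -7.54 ± 0.335 (adjusted p 3.84e-10) and its neighbour STRG.27204 (chromosome 21, 9504598 to 9510142) by -5.51 ± 0.379 (adjusted p 1.87e-07). These 2 changes were -8.64 and -6.90 without AF replicate 3, and -8.52 and -6.93 without replicate 3. With the 6 fin libraries fitted alone 8 genes passed, and STRG.21694 (adjusted p 0.154) and STRG.27204 (0.103) did not.

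**Figure D4:**
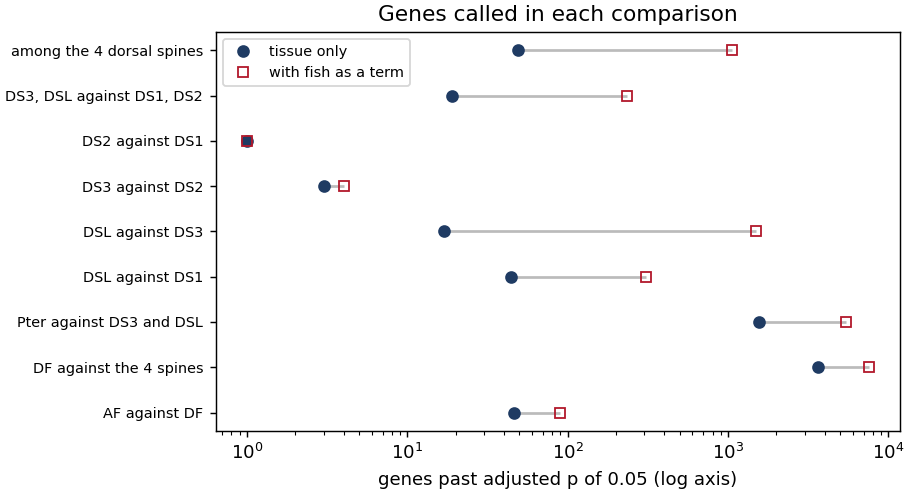
Number of genes past an adjusted p of 0.05 in each comparison (log scale), with tissue alone in the model and with fish added. DF against the 4 spines gave 3648 and 7534 genes, and DS2 against DS1 gave 1 in both.

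Some *Hox* genes had few or no reads. The 4 *HOXBB* genes had 1 read (*HOXB6B*), 0 reads (*HOXB5B*), 10 reads (*HOXB3B*) and 0 reads (*HOXB1B*) over all 21 libraries. A count of 0 allows up to 0.00477 CPM over the series. *HOXA1A* had 6 reads and *HOXB1A* 2. Among group 13 genes, *HOXB13A* had 3 reads in all and *HOXC13A* had 45, of which 44 were in the fins. *HOXA13A* averaged 22.3 ± 1.12 CPM over the 6 fin libraries and 0.757 ± 0.33 CPM over the spines and Pter. *HOXA13B* averaged 10.3 ± 1.45 CPM in the fins and 0.0481 ± 0.0903 CPM elsewhere, and *HOXA13A* was detected in all 21 libraries.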

Values the study reported

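In the paper's crosses, every L/L fish (16 out of 16) had 3 or 4 dorsal spines and every H/H fish (16 out of 16) had 5 or 6. For fish taken from the wild, 22% of the variance in how long DS3 was went with 1 marker, the one most strongly associated. Mapping by length and mapping by number of spines pointed to regions that have about 2 kb in common. Allele-specific expression in H/L fry was measured in 4 fish.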

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

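All alternatives in this part were chosen before the data were examined, and none was added later. Fish as a term raised these counts: 1054 genes differed among the 4 spines (30 of them *Hox* genes), 234 between posterior and anterior spines, 1488 between DS3 and DSL, 306 between DS1 and DSL, 5425 for Pter, 7534 for DF and 90 between AF and DF. Every gene called without the fish term was also called with it. Among the named genes the block brought *HOXD4B*, *HOXD9B* and *HOXD11B* past the threshold between DS3 and DSL, along with *HOXA10B*, *HOXC10A* and *HOXD10A*. It also brought *HOXD10A* past it between DS2 and DS3, and *HOXC11A* (1.86) and *HOXD10A* (-0.52) in Pter, and changed no other call of a named gene. The rise of *HOXC11A* comes from averaging log2 values with DS3, which had 1 read, since its mean was 1.47 CPM in Pter against 4.90 CPM in DS3 and DSL. The smaller residual spread in that model (coefficient of variation 0.118 against 0.255) accounts for the larger counts by construction.

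DESeq2 gave 269 genes among the 4 spines (29 *Hox* genes), 112 between posterior and anterior spines, 6 between DS1 and DS2, 7 between DS2 and DS3, 265 between DS3 and DSL, 152 between DS1 and DSL and 76 between AF and DF. limma-voom gave 0 genes between DS1 and DS2 (599 at an unadjusted p under 0.05) and 30 between DS3 and DSL. The cause was not tested. Fitting only the tissues compared, which leaves fewer samples for the spread, gave 26 genes among the 4 spines, 0 between DS1 and DS2 (393 unadjusted), 9 between DS3 and DSL, 15 between DS1 and DSL, 1010 for Pter and 8 between AF and DF. Pter against all 4 spines gave 2429 genes, and DF against DSL gave 1587. These compare other tissues. No total of called genes moved by more than 1.5 times under RLE factors, without the filter or with the stricter filter, but without the filter the genes higher in Pter fell from 448 to 292.

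With a fish or a single library left out, the counts ranged from 9 to 65 among the 4 spines, 7 to 18 for *Hox* genes, 11 to 22 between posterior and anterior spines, 0 to 1 between DS1 and DS2, 2 to 4 between DS2 and DS3, 1 to 68 between DS3 and DSL, 14 to 46 between DS1 and DSL, 251 to 1886 for Pter, 1441 to 3780 for DF and 9 to 50 between AF and DF. The cause was not tested. Spearman's rho for the paralogue groups ranged from 0.61 to 0.663 with samples left out and from 0.589 to 0.666 under the other alternatives.

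Signs changed in 8 cases among the named genes. *HOXD4B* between DS1 and DS2 ranged from -0.075 to 0.54 with samples left out, and was -0.024 without replicate 2. *HOXD11B* in Pter ranged from -0.41 to 0.070 with samples left out. Pter against all 4 spines gave 3.23 for *HOXD11B* and 3.36 for *HOXD9B*, because DS1 and DS2 have few reads of either gene. DF against DSL gave -1.08 for *HOXD4B*, -1.61 for *HOXD9B* and -1.97 for *HOXD11B*, because DSL has the highest mean of each among the spines. STRG.10899 had no value under the stricter filter. In DS1 *HOXD9B* had 3 reads and *HOXD11B* 5 over 3 libraries, so their fold changes against DS1 have wide counting intervals.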

Other observations

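The tests of library size, of abundant genes and of the genes of each sequence for replicate 3, both tests of genes near *Hox* clusters, the tests of chance neighbours and of split transcripts and the test of the dorsal fin were chosen only after the result was seen.

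All 7 libraries of replicate 3 lay apart from the other 14 on the first principal component. Library size was excluded, since the totals of 7 of these 7 libraries were inside the range of the other 14. A few genes taking most of the counts were excluded as the whole source, since the share of the 10 most abundant genes in replicate 3 was above both other replicates in 3 of the 7 tissues, below both in 1 and between them in 3. A first test, in which all 7 lay apart without the 50 most abundant genes, was replaced because few genes carry little weight in a principal component. Genes of one chromosome stay open in part. The test chosen beforehand, the largest share of called genes on one sequence (9.49%, on Un), was replaced because it mostly follows the number of tested genes there (9.81%). When the genes of each of 23 sequences were left out in turn, all 7 libraries stayed apart except without Un, where 5 did. The name Un is usual for sequence placed on no chromosome, and Un had 363 of the 1126 genes that differed at least 2-fold and 25.8% of the weight of the first component. Part of the pattern may therefore come from genes on Un, and which chromosomes these belong to was not tested. Each replicate is 1 fish, so genotype, sex, growth and any handling shared by the libraries of a fish stay open and were not tested.

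Gene models near *Hox* genes were examined among the spine differences. Without the fish term 0 of 87 non-*Hox* gene models within 100 kb of a *Hox* gene were called, against 32 of 21009 others (edgeR quasi-likelihood; Fisher's exact p 1). That fit called too few genes to decide, and the test was then repeated with fish in the model, a change made after the first outcome was known. With it, 9 of 87 (10.3%) were called against 1015 of 21009 (4.83%), with a two-sided Fisher's exact p of 0.0382. Because the fit was changed, this p overstates the evidence, and neighbouring genes are not independent, so whether genes near *Hox* genes are called more often stays open. Of the 9, 5 lay on the strand opposite to their nearest *Hox* gene and 2 on the same strand within 5 kb, which argues against most being pieces of *Hox* transcripts. Among the 5, STRG.21006 overlaps *HOXD9A* and *HOXD10A*. The strand setting of the counting is not stated, so its reads may come from these genes. Shared regulation around the clusters may contribute, but was not tested.

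The 46 genes called between AF and DF included 5 pairs of neighbours in the order of the tested genes (*HOXA1A*, which was not tested, lies between STRG.13717 and *HOXA2A*), while 10000 random sets of that size had a median of 0, a 95% range with 1 as its upper end and at most 3. Chance neighbours were excluded as the source of all pairs. A split transcript was excluded for the 2 pairs on opposite strands. Of the 3 pairs on one strand, *HOXA2A* and *HOXA3A* are named as separate genes of groups 2 and 3, which argues against it. *HOXA1A* lies on the same strand between STRG.13717 and *HOXA2A*, which argues against it for that pair. A split transcript stays open for STRG.3997 and STRG.3998. A test chosen beforehand, the number of pairs on one strand within 5 kb (2), was replaced because its outcome rested on the limit of 5 kb. Shared regulation may contribute and stays open.

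The *HOXDB* genes were lower in DF than in DSL. Of the 35 other tested *Hox* genes 23 were lower too, 12 of them past the threshold, and 12 were higher, 8 past it. A first test took groups 9 to 13 alone, where 7 of 17 were lower, and was replaced because it left out called genes. The directions differed by group: 16 of 18 genes of groups 2 to 8 were lower, 7 of 9 of groups 9 and 10, and 0 of 8 of groups 11 to 13. Fewer *Hox*-expressing cells in the dissected fin may account for the genes that were lower but not for those that were higher, and this stays open. More genes were lower than higher in Pter, where a few genes took a larger share of the counts. Without the 50 most abundant genes 1540 genes were called, 448 higher and 1092 lower, but trimmed scaling gives such genes little weight, so this decides nothing. With only the scaling changed, to RLE factors, 586 were higher and 1022 lower. With fish in the model the imbalance was smaller, with 2470 higher and 2955 lower. Other alternatives moved it either way (DESeq2 981 and 1348, limma-voom 295 and 878, no filter on low counts 292 and 946). None of these singles out abundant genes. A few genes taking most of the counts stay open for Pter. Cell composition was not tested for Pter.

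The number of called genes was compared with that from other splits of the same libraries. Among the 4 spines 2 of 100 splits gave as many genes, the real one included. For Pter 1 of 84 did, and for DF 1 of 100, so chance was excluded at the 0.05 level in these. Such splits ignore fish. Among splits that keep the fish balanced, 1 of 100, 1 of 27 and 1 of 100 gave as many. With fish in the model the highest other balanced split came close among the 4 spines, with 1039 genes against 1054. For Pter it gave 4115 against 5425, in a split that sets DSL apart. For posterior against anterior spines 4 of 100 splits that ignore fish gave as many, and the highest other split gave 440 genes. In that split one group held no library of replicate 3, so it follows the fish. Among splits that keep the fish balanced 2 of 100 gave as many, the other with 251 genes, a split that parts DS3 from DSL. With fish in the model 5 of 100 did, with up to 2930 genes. Balanced splits can also part DS3 from DSL, between which 1488 genes passed in that model. They therefore cannot decide for the 234 genes of that model, and chance was not excluded. For DS2 against DS1, DS3 against DS2, DSL against DS3, DSL against DS1 and AF against DF, 1 of 10 splits gave as many, and 10 splits cannot give a share under 0.1, so chance cannot be excluded this way. With fish in the model 3 of the 4 splits of DS1 and DS2 that keep the fish balanced gave at least 1 gene, up to 107.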
